# Polysaccharide from *Atractylodes macrocephala* Koidz. ameliorates DSS-induced colitis in mice by regulating the Th17/Treg cell balance

**DOI:** 10.3389/fimmu.2022.1021695

**Published:** 2022-10-20

**Authors:** Mengjiao Yang, Qianwen Zhang, Reham Taha, Mohammed Ismail Abdelmotalab, Qing Wen, Yuzhu Yuan, Yongrui Zhao, Qingyu Li, Chunyu Liao, Xin Huang, Zhenzhou Jiang, Chenghan Chu, Chunhua Jiao, Lixin Sun

**Keywords:** polysaccharide from *Atractylodes macrocephala* Koidz., ulcerative colitis, transcriptional profile, Th17/Treg cell balance, IL-6/STAT3

## Abstract

*Atractylodes macrocephala* Koidz. is one of the most frequently used traditional Chinese medicines for the treatment of ulcerative colitis (UC). The beneficial effect of polysaccharide from *Atractylodes macrocephala* Koidz. (PAMK) on UC has been reported, while the underlying mechanism and target remain unclear. In this study, we systematically investigated the therapeutic effect and the underlying mechanism of PAMK in UC based on a mouse model of dextran sodium sulfate (DSS)-induced colitis. PAMK treatment (100 mg/kg, 200 mg/kg and 400 mg/kg) significantly ameliorated DSS-induced colitis, manifested as a reduction in weight loss, disease activity index (DAI), colon shortening, spleen index and histological score. Moreover, PAMK treatment inhibited inflammation and improved the integrity of the intestinal barrier in colitis mice. Mechanistically, microarray analysis determined the critical role of the immunoregulatory effect of PAMK in alleviating UC. Flow cytometry analysis further demonstrated that PAMK treatment regulated the balance between T helper (Th) 17 and regulatory T (Treg) cells in the mesenteric lymph nodes (MLN) and spleen in mice with colitis. In addition, PAMK treatment downregulated the expression of IL-6 and suppressed the phosphorylation of STAT3. Together, these data revealed that PAMK treatment alleviated DSS-induced colitis by regulating the Th17/Treg cell balance, which may be dependent on the inhibition of the IL-6/STAT3 signaling pathway. Our study is the first to elucidate that the underlying mechanism by which PAMK treatment alleviates DSS-induced colitis is associated with an improved the Th17/Treg cell balance. Collectively, the study provides evidence for the potential of PAMK to treat UC.

## Introduction

Ulcerative colitis (UC), a subtype of inflammatory bowel disease (IBD), is characterized by chronic and relapsing mucosal inflammation initiating in the rectum and extending upward through part or the entire colon in a continuous fashion (1). The worldwide prevalence of UC has increased in the last few decades. Currently, 5-aminosalicylic acid agents, corticosteroids, immunomodulators, and surgery are the main treatments for UC, which are limited in clinical practice due to common nonadherence, serious adverse effects and heavy financial burden (2). Thus, it is imperative to develop new alternative treatments for UC.

*Atractylodes macrocephala* Koidz. (Baizhu) has been used for improving gastrointestinal function and treating digestive disorders for thousands of years (3), and is currently one of the most frequently used traditional Chinese medicines (TCMs) for the treatment of UC (4). Previous studies demonstrated that combination therapy of a Chinese herbal compound containing Baizhu and mesalazine was more effective in improving the clinical symptoms of UC patients than mesalazine alone (5). Polysaccharide from *Atractylodes macrocephala* Koidz. (PAMK), one of the main components in *Atractylodes macrocephala* Koidz., promoted the proliferation and survival of intestinal epithelial cells *in vitro* (6) and prevented intestinal barrier dysfunction in colitis mice (7). However, the underlying mechanism by which PAMK treatment alleviates colitis remains unclear.

Aberrant immune responses are a hallmark of UC. In UC, large numbers of immune cells are recruited into the inflamed colonic mucous, and then they produce excessive proinflammatory cytokines, resulting in intestinal barrier impairment, gut microbiota dysbiosis and perpetuation of inflammation (8). Immunotherapy drugs, such as anti-IL-12/IL-23 antibodies, have emerged as important treatments for UC by inhibiting the activation of immune cells and the production of their mediators (9). The immunoregulatory effect of PAMK has been determined in previous studies, including promoting the differentiation of Treg cells *in vitro* (10) and enhancing mucosal immunity in the intestine (11). Thus, we investigated the mechanism of PAMK in a mouse model of dextran sodium sulfate (DSS)-induced colitis and hypothesized that the immunoregulatory function plays a key role in its beneficial effect of PAMK on colitis.

## Materials and methods

### Drug

Polysaccharide from *Atractylodes macrocephala* Koidz. (PAMK, purity ≥98.0%) used in our study was purchased from Shanxi Ciyuan Biotechnology Co., Ltd. (Xian, China). PAMK was extracted from *Atractylodis macrocephalae* Rhizoma from Zhejiang Province, China. During the production process, the manufacturer implemented strict process parameters and quality inspection of the intermediates in key processes, such as properties and polysaccharide content. The purity, molecular weight and monosaccharide composition of all final products were investigated. The quality inspection reports offered by the manufacturer showed that there were few differences in the molecular weight and monosaccharide composition between different batches of PAMK, indicating the stable reproducibility of PAMK preparation.

### Reagents

Dextran sulfate sodium (DSS, MW 36000-50000) was obtained from MP Biomedicals (CA, USA). The myeloperoxidase (MPO) assay kit was obtained from Jiancheng Bioengineering Institute (Nanjing, China). Zonula occludens protein 1 (ZO-1) and Occludin antibodies were obtained from Affinity (Liyang, China). FITC anti-CD4, PE anti-Foxp3, and PE anti-IL-17A antibodies were obtained from Biolegend (CA, USA). CD3e antibody, APC anti-CD25 antibody, Foxp3/transcription factor staining buffer set and IC fixation buffer were obtained from eBioscience™ (CA, USA). CD16/CD32 antibody was obtained from BD Biosciences (CA, USA). STAT3 and phospho-STAT3 (p-STAT3) antibodies were obtained from Cell Signaling Technology (MA, USA). The QuantiCyto^®^ Mouse TNF-α enzyme-linked immunosorbent assay (ELISA) kit was obtained from NeoBioscience (Shenzhen, China).

### Characterization of PAMK

#### UV spectra analysis

The UV spectrum of PAMK aqueous solution (40 mg/mL) was recorded with a Nanodrop 2000 system in a region of 220-350 nm to detect free proteins and nucleic acids.

#### Molecular weight analysis

PAMK (11 mg) was dissolved in 1 mL of distilled water and then applied to a gel permeation chromatography system using a PL aquagel-OH MIXED-M column (7.5×300 mm) maintained at a temperature of 40°C. The sample was eluted with 0.1 M NaNO_3_ at a flow rate of 1.0 mL/min. The calibration curve was obtained based on the T-series dextran standards of different molecular weights (T-5, T-10, T-40, T-100, T-500, T-1000 and T-2000).

#### Determination of monosaccharide composition

The monosaccharide composition of PAMK was determined by high-performance liquid chromatography (HPLC). A total of 0.5 mL of 19.4 mg/mL PAMK aqueous solution was hydrolyzed with 0.5 mL of 4 M trifluoroacetic acid (TFA) at 110°C for 2 h. After removal of TFA, the residue was dissolved in 0.5 mL of distilled water, and 200 μL of the solution was acetylated with 120 μL of 0.5 M 1-phenyl-3-methyl-5-pyrazolone (PMP) and 120 μL of 0.3 M sodium hydrate solution in a water bath at 70°C for 2 h. Then, the product was neutralized with 120 μL of 3 M hydrochloric acid and extracted with 2 mL of chloroform thrice with sufficient blending. The aqueous phase was filtered with a 0.22 μm microporous filter and analyzed on a Hypersil BDS-C18 chromatographic column (4.6×150 mm, 5 μm) at 30°C. The mobile phase consisted of phosphate buffer (20 mM, pH 6.7) and acetonitrile as eluents A and B (82:18 v/v). The flow rate was 1.0 mL/min, and the wavelength for UV detection was 250 nm. Eight standard monosaccharides, namely, mannose, rhamnose, glucuronic acid, galacturonic acid, glucose, galactose, arabinose and fucose, were used as references.

### Animals

Specific-pathogen-free (SPF)-grade male C57BL/6J mice weighing 20 ± 2 g were obtained from Shanghai Lingchang Biological Technology Co., Ltd. (Shanghai, China, certificate No. SCXK (hu) 2018-0003). The animals were housed in a specific pathogen-free condition (ambient temperature of 22 ± 2°C, relative humidity of 60 ± 5%, and light-dark cycle of 12 h). All animal experimental protocols were approved by the Ethics Committee of China Pharmaceutical University (No. 2021-09-001).

### Animal experiment

Mice were fed adaptively for 7 days before the experiment and randomly divided into five groups (Control, DSS, DSS+100 mg/kg PAMK, DSS+200 mg/kg PAMK, and DSS+400 mg/kg PAMK). Acute colitis was induced by distilled water containing 3% DSS for 7 days, and the Control group was only given distilled water. From day 8 to day 14, the mice in the five groups received one of the following treatments: Control group (1 ml/100 g normal saline, i.g.), DSS group (1 ml/100 g normal saline, i.g.), DSS+100 mg/kg PAMK (100 mg/kg PAMK, i.g.), DSS+200 mg/kg PAMK (200 mg/kg PAMK, i.g.), and DSS+400 mg/kg PAMK (400 mg/kg PAMK, i.g.). The experimental scheme is shown in **Figure 2A**.

### Evaluation of colitis severity

The body weight, stool consistency and blood in stool were recorded daily during the whole experimental period, and the scoring criteria are shown in **Supplementary Table 1**. The aggregate of all three observations was taken as a disease activity index (DAI). On the 15th day, the mice were sacrificed, and spleen weight and colon length were measured. For histological evaluation, the distal colon tissues were fixed in 10% neutral formaldehyde, dehydrated, and embedded in paraffin. The colon specimens were cut into slices, deparaffinized, stained with hematoxylin and eosin (H&E), and observed under a microscope. The scoring system was based on four independent parameters (**Supplementary Table 2**), and the summation of these scores provided a histopathological score.

### Determination of TNF-α level in plasma

The content of TNF-α in plasma was determined by an ELISA kit according to the manufacturer’s instructions.

### Measurement of MPO activity in colon

The weighed colonic tissue was homogenized with PBS to prepare a 5% homogenate and centrifuged at 12,000 rpm for 5 min. Then, the supernatant was collected, and the MPO activity was determined according to the manufacturer’s protocol.

### Microarray analysis

The Agilent Mouse ceRNA Microarray 2019 (4×180K, Design ID:086242) was used for microarray analysis of the colonic tissues of the Control, DSS and DSS+PAMK (200 mg/kg PAMK, i.g.) groups (n=3). RNA was extracted by a mirVana™ RNA isolation kit following the manufacturer’s instructions. The purity and integrity of total RNA were determined with a NanoDrop ND-2000 and Agilent 2100 bioanalyzer, respectively. RNA was transcribed to cDNA, and then cRNA was synthesized and labeled with Cyanine-3-CTP (Cy3). The labeled cRNA was hybridized onto the microarray. Slides were scanned immediately after washing on the Agilent DNA Microarray Scanner (G2505C), and the scanned images were analyzed with Feature Extraction Software 10.7.1.1 (Agilent) to obtain raw data. Raw data were normalized with the quantile algorithm. Differentially expressed genes (DEGs) and differentially expressed mRNAs (DEMs) were identified through a fold change ≥2 as well as a *P* ≤0.05 calculated with a t test. Gene Ontology (GO) enrichment and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analyses of DEMs were performed to determine the roles of DEMs based on the hypergeometric distribution.

### Quantitative real-time polymerase chain reaction (qRT‒PCR) analysis

Total RNA was extracted from colonic tissues with TRIzol reagent. The concentration and purity were measured by a Nanodrop 2000.Then, cDNA was synthesized with HiScript^®^ Q RT Super Mix, and PCRs were performed with AceQ^®^ qPCR SYBR Green Master Mix as directed by the manufacturer’s protocols. The expression of genes was normalized to the *Actb* gene on the basis of the 2^−ΔΔCT^ algorithm. The primers used in the research are listed in **Supplementary Table 3**.

### Western blotting

The total protein of colonic tissue was extracted using RIPA buffer containing protease inhibitor and phosphatase inhibitor, and the content was determined using a BCA kit. Proteins were separated by SDS‒PAGE and transferred to a PVDF membrane. The membrane was blocked with 5% BSA buffer for one hour at room temperature, followed by incubation with p-STAT3 antibody (1:2000) overnight at 4°C and secondary antibodies for an hour at room temperature. The protein bands were visualized by an automated chemiluminescence Western blot detection system. Then, the same blots were stripped and reprobed with STAT3 antibody (1:1000). Densitometry analysis of bands was performed using ImageJ.

### Flow cytometry analysis

For T helper (Th) 17 cells staining, cells isolated from the spleen and mesenteric lymph nodes (MLN) were stimulated with phorbol-12-myristate-13-acetate (100 ng/mL), ionomycin (1 μg/mL) and brefeldin A (10 μg/mL) at 37°C for 5 h. After blocking with anti-CD16CD32 antibody, the cells were labeled with FITC anti-CD4 antibody. Then, the cells were fixed and permeabilized, followed by intracellular staining with PE anti-IL-17A antibody. Similarly, the surface markers FITC anti-CD4 and APC anti-CD25 antibodies and the intranuclear marker PE anti-Foxp3 antibody were used to label regulatory T (Treg) cells. The data were analyzed using FlowJo 10 software. The proportions of Th17 and Treg cells, and the ratios of Th17/Treg cell in the spleen and MLN in the DSS group and all PAMK treatment groups were normalized to those in the Control group.

### Immunofluorescence staining

The sections of colonic tissues were fixed in 4% paraformaldehyde. For ZO-1 and Occluding staining, the samples were permeabilized with 0.3% Triton X-100 at room temperature for 15 min and blocked with 5% goat serum buffer. For p-STAT3 staining, the samples were permeabilized with methanol at -20°C for 10 min and blocked with 5% goat serum buffer containing 0.3% Triton X-100. Then, the sections were incubated with ZO-1 (1:200), Occludin (1:200) or p-STAT3 (1:100) antibodies overnight at 4°C. The next day, the secondary antibody and 4,6-diamidino-2-phenylindole (DAPI) were used to stain the samples. The stained sections were observed under a fluorescence microscope.

### Statistical analysis

All statistical analyses were performed using GraphPad Prism 8, and the data are presented as the mean ± standard error of the mean (SEM). One-way ANOVA and two-way ANOVA were used for multiple comparisons. A *P <*0.05 was recognized as statistically significant.

## Results

### Structural characterization of PAMK

The UV scanning spectrum revealed no apparent light absorption at 260 nm and 280 nm, indicating that free proteins and nucleic acids were not present in PAMK (**Figure 1A**). The molecular weight of PAMK was determined to be 2.45×10^3^ Da (**Figure 1B**). Based on the HPLC retention times of standard sugars, the monosaccharide composition of PAMK mainly consisted of mannose, rhamnose, glucuronic acid, galacturonic acid, glucose, galactose, arabinose and fucose in a molar ratio of 7.64, 0.25, 0.17, 0.13, 70.14, 1.00, 6.59, and 0.23 (**Figures 1C, D**).

**Figure 1:**
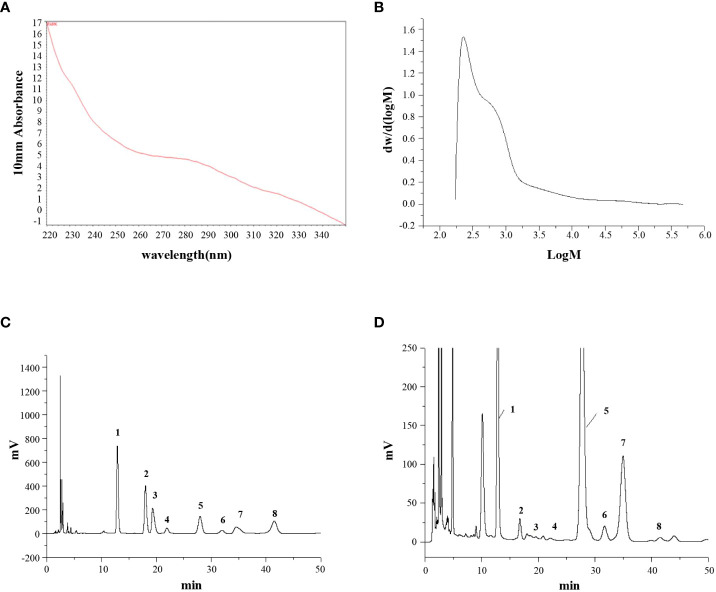
The structural characterization of PAMK. **(A)** UV scan spectrum. **(B)** Gel permeation chromatography spectrum. **(C)** HPLC spectrum of standard monosaccharides. **(D)** HPLC spectrum of PAMK. The peaks numbered 1 to 8 represent mannose, rhamnose, glucuronic acid, galacturonic acid, glucose, galactose, arabinose and fucose, respectively.

### PAMK treatment ameliorated DSS-induced colitis

The beneficial impacts of PAMK on intestinal functions were examined in a mouse model of DSS-induced colitis. During the experimental process, DSS treatment resulted in weight loss, diarrhea and bloody stool. A significant reduction in weight loss and a marked decrease in the DAI score were observed in all PAMK treatment groups compared with the DSS group (**Figures 2B, C**). PAMK treatment significantly inhibited colon shortening and improved splenomegaly in the mice with colitis (**Figures 2D–F**). H&E staining was performed to systematically evaluate colonic injury. The mice in the DSS group exhibited serious pathological injury, as evidenced by surface epithelium erosion, inflammatory cell infiltration, mucosal ulceration, crypt loss, and goblet cell depletion. These pathological injuries were significantly relieved, and the histological scores significantly decreased after PAMK administration in a dose-dependent manner (**Figures 2G, H**). Together, these results indicated that PAMK treatment significantly ameliorated DSS-induced colitis.

**Figure 2:**
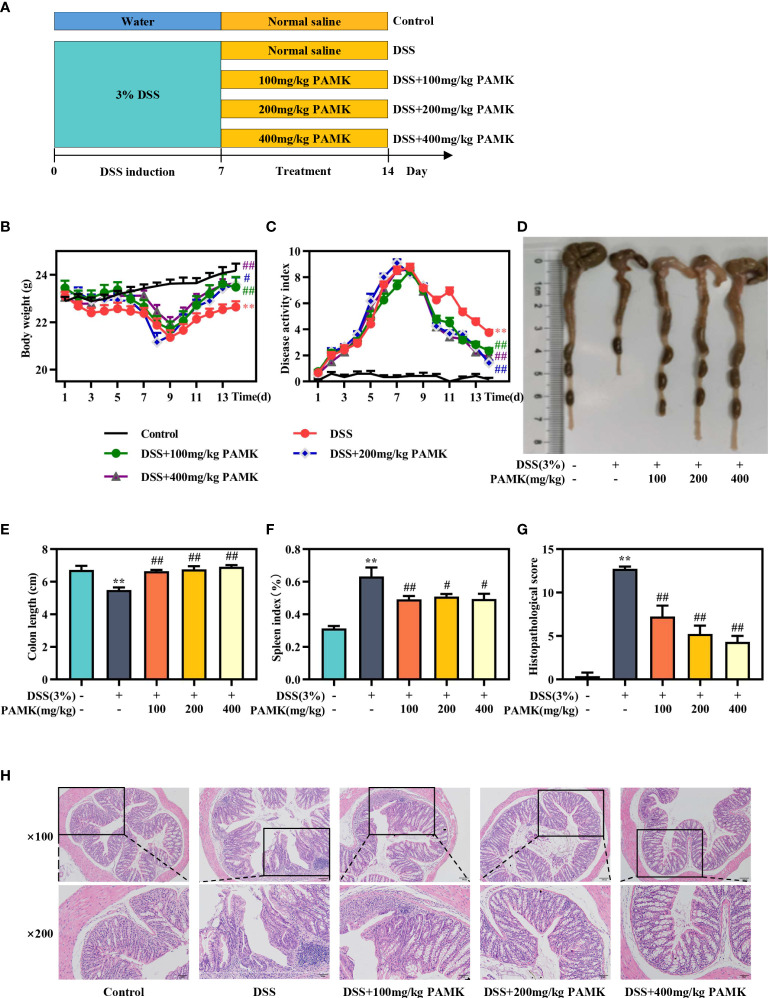
PAMK treatment ameliorated DSS-induced colitis. **(A)** Experimental scheme, **(B)** Daily body weight, **(C)** Daily disease activity index (DAI) scores, **(D)** Representative images of colons, **(E)** Length of colons, **(F)** Spleen index, **(G)** Histological scores of colons, **(H)** Representative images of H&E staining of colon tissue (magnification 100× and 200×). All data are presented as the mean ± SEM (n≥ 6). ^**^ *P <*0.01 vs Control group; ^#^ *P* < 0.05, ^##^ *P* < 0.01 vs DSS group.

### PAMK treatment inhibited the inflammatory response and improved the intestinal barrier in DSS-induced colitis mice

To further assess the effect of PAMK on colitis, MPO activity in colon tissue, an important biomarker of the extent of neutrophil infiltration, was measured, and the data showed that PAMK treatment could decreased MPO activity in colitis mice (**Figure 3A**). UC is known to be caused by overstimulation of proinflammatory cytokines. The level of TNF-α in plasma significantly increased in the DSS group and decreased after PAMK treatment (**Figure 3B**). Similarly, PAMK treatment lowered the expression of proinflammatory cytokines (**Figures 3C–F**), including *Tnfa*, *Il1b*, *Il18* and *Il23*, which have been reported to be increased in UC patients (12, 13). Among the various doses used in the study, 200 mg/kg PAMK treatment showed the strongest anti-inflammatory effect. Impaired intestinal barrier is one of the major pathological features of UC, and tight junction proteins, such as ZO-1 and Occludin, contribute to the integrity of the epithelial barrier (14). The immunofluorescence staining results showed that DSS treatment caused damage to the intestinal barrier in mice, as evidenced by lower expression of ZO-1 and Occludin. PAMK treatment significantly increased the expression of the tight junction proteins (**Figures 3G, H**). The above results indicated that PAMK treatment inhibited inflammation and maintained the integrity of the intestinal barrier in the colon of mice with UC.

**Figure 3:**
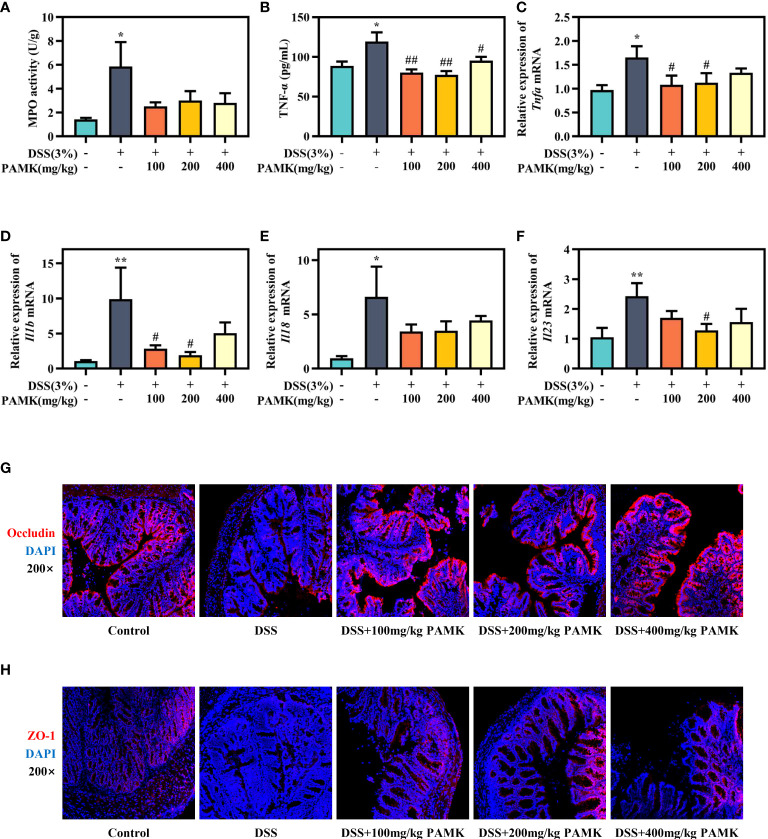
PAMK treatment inhibited the inflammatory response and improved the intestinal barrier in DSS-induced colitis mice. **(A)** MPO activity in the colon. **(B)** The concentration of TNF-α in plasma. The relative expression of *Tnfa***(C)**, *Il1b***(D)**, *Il18***(E)** and*Il23* **(F)** in the colonic tissue. Representative images of immunofluorescence staining of Occludin **(G)** and ZO-1 **(H)** in colonic tissue (magnification 200×). All data are presented as the mean ± SEM (n≥ 6). ^*^ *P <*0.05, ^**^ *P <*0.01 vs Control group; ^#^ *P* < 0.05, ^##^ *P* < 0.01 vs DSS group.

### PAMK treatment altered the transcriptional profile in DSS-induced colitis mice

Microarray analysis was performed to investigate the underlying mechanism for the therapeutic effect of PAMK on colitis. 

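The microarray experiment covered 9 samples of colonic RNA, 3 from each of the Control, DSS and DSS+PAMK groups. The DSS and DSS+PAMK mice drank 3% DSS, a sulfated polysaccharide that damages the colonic epithelium, for 7 days. From day 8 to day 14 the DSS+PAMK mice were given 200 mg/kg PAMK, a polysaccharide of the rhizome of Atractylodes macrocephala, and colonic tissue was collected on day 15. Each sample was labeled with Cy3 and hybridized alone to 1 array of 180880 spots, of which 175906 held the 166924 probes of the design, each 60 bases long. The array was designed to measure mRNAs, long noncoding RNAs and circular RNAs together. The authors deposited the scanner output of each array, in which the processed intensity of a spot is corrected for background within the array but is not yet normalized between arrays. The share of probe spots well above background was 63.9% to 72.2% in the Control group (median 66.0%), 57.4% to 66.8% in the DSS group (median 62.5%) and 55.4% to 67.3% in the DSS+PAMK group (median 55.7%). The median processed intensity of an array lay between 21.0 and 29.4 in the Control group, between 14.1 and 22.1 in the DSS group and between 15.5 and 24.1 in the DSS+PAMK group, and 0 probe spots were saturated. From these intensities, between 318 and 430 outlier spots per array were left out, and the log2 values were quantile normalized between the arrays, the normalization named in the methods. The spots of 1 probe were averaged, and the 99612 probes that were well above background on every array of at least 1 group were tested. A mean for each group was fitted over all 9 arrays with limma, which moderates the variance of each probe toward that of all probes. The 3 Control arrays and DSS replicate 1 shared slide 1, DSS replicates 2 and 3 and DSS+PAMK replicates 1 and 2 shared slide 2, and DSS+PAMK replicate 3 was on slide 3, so that 0 slides held both Control and DSS+PAMK arrays. The number of arrays, 3 per group, limits the precision of every comparison.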

As shown in the principal component analysis (PCA) of DEGs, no obvious separation was observed among the Control, DSS and DSS+PAMK groups (**Figure 4A**). 

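The principal components were computed from the 99590 tested probes with a value on every array. The first component held 27.7% of the variance and the second held 23.9%. Without the filter on dim probes, the shares were 24.3% and 19.1%, and the second equals the share printed on the axis of Figure 4A. On the first component, the Control arrays lay at -174, -11.6 and -45.4, the DSS arrays at 87.7, 20.2 and -5.12, and the DSS+PAMK arrays at 54.7, 42.0 and 31.3. The DSS and DSS+PAMK groups therefore overlapped on this component, and all Control arrays lay below them. On the second component, DSS replicate 1 lay at 162 and the other 8 arrays between -66.0 and 34.6. DSS replicate 2, at -41.9, lay next to the DSS+PAMK arrays, which were between -66.0 and -46.0.

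**Figure D1:**
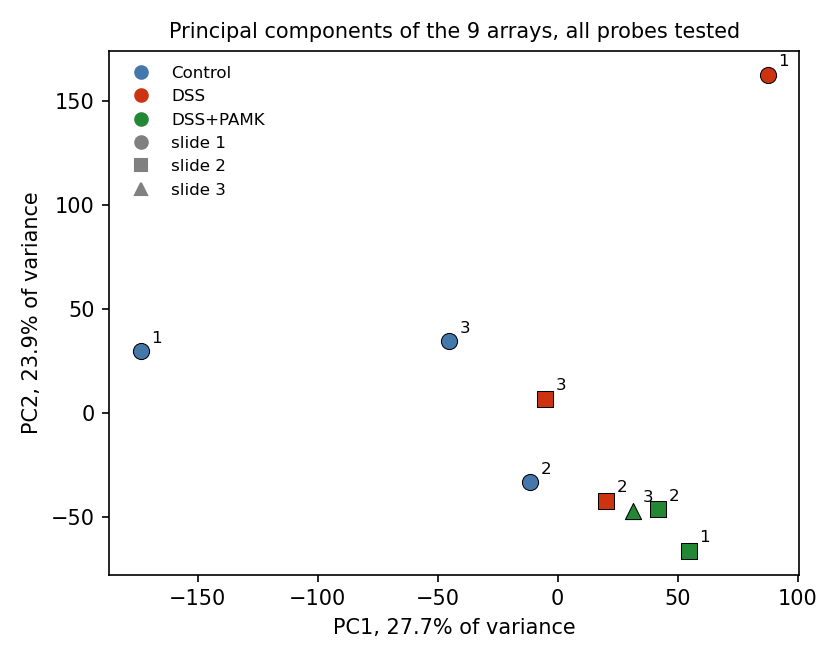
First and second principal components of the 9 arrays over all probes tested (no unit). Colors mark the Control, DSS and DSS+PAMK groups, shapes mark the slide, and the number beside each point is the replicate. DSS replicate 1 stands apart at 162 on the second component, and the 3 DSS+PAMK arrays lie together at 31.3 to 54.7 on the first.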

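At the fold change of 2 and the unadjusted p of 0.05 that the methods set, limma called 1969 probes higher and 1076 probes lower in the DSS group than in the Control group. After Benjamini-Hochberg adjustment over the 99612 probes, 160 were higher and 15 were lower, and the smallest adjusted p from limma was 0.0352. These 175 calls were not stable. Leaving out any 1 Control array or DSS replicate 1 gave 0, and leaving out DSS replicate 2 gave 13. Leaving out a DSS+PAMK array, which is not part of this comparison, gave 1 to 11, and leaving out DSS replicate 3 gave 244. With only the 2 groups in the fit and all their arrays kept, the count was 0. The effect of a single array was therefore not told apart from that of fewer arrays to estimate the spread. Whatever their fold change, 13123 probes (13.2%) passed the unadjusted threshold. The 3 arrays of one group lay entirely on one side of the other group's 3 for 18664 probes (18.7%), where chance gives 10%. The methods' t-test on the same values called 1374 probes higher and 533 lower, with 0 after adjustment and a smallest adjusted p of 0.154. Of its 1907 calls, 1892 were also called by limma. Among the alternatives, a normexp background correction lowered limma's counts most, to 458 higher and 156 lower. Slide as a fixed block raised them to 2938 and 6930. In that fit the comparison rests on DSS replicate 1 alone against the Control arrays, since no other DSS array shared a slide with them. These counts therefore do not describe the DSS group. The number of lower probes also rose to between 1709 and 2183 when Control replicate 2, Control replicate 3 or any DSS array was left out. Under a shift of each array to its 75th percentile, the median of all tested probes lay at -0.11 on the log2 scale in the DSS group relative to the Control group, and 30.5% of the calls were higher, against 64.7% after quantile normalization.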

We identified 1144 upregulated DEGs and 484 downregulated DEGs upon comparing the DSS group and Control group. A total of 392 DEGs were upregulated, and 455 DEGs were downregulated in the DSS+PAMK group compared with the DSS group (**Figure 4B**; **Supplementary Excel Sheet**). 

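In the same fit, 641 probes were higher and 1057 lower in the DSS+PAMK group than in the DSS group at the threshold of the methods. After Benjamini-Hochberg adjustment limma called 0 probes, with a smallest adjusted p of 0.628, while 7192 probes (7.22%) had an unadjusted p of at most 0.05. By the methods' t-test, 483 probes were higher and 536 lower, and 0 remained after adjustment, with a smallest adjusted p of 0.0636. For 15918 probes (16.0%) the arrays of the DSS+PAMK and DSS groups did not overlap, against 10% by chance. Among the called probes this held for 550 of the higher and 735 of the lower. Without DSS replicate 2, the counts at the threshold rose to 1213 higher and 2686 lower, and 17 probes passed after adjustment. With only the probes well above background on all 9 arrays, 271 were higher and 422 lower.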

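Of the probes called higher in the DSS group than in the Control group, 396 (20.1%) were also called lower in the DSS+PAMK group than in the DSS group. Of those called lower in the DSS group, 182 (16.9%) were called higher in the DSS+PAMK group. Only 5 probes were called higher in both comparisons, and 4 lower in both. By the methods' t-test, the same overlaps held 171 and 52 probes. Both comparisons use the same 3 DSS arrays, so that a probe high on these arrays by chance is called higher in one comparison and lower in the other. In 50 simulated sets with noise independent between probes, in which the DSS effect was kept and the DSS+PAMK group did not differ from the DSS group, the median overlap was 88 probes higher and then lower (range 69 to 108) and 142 probes lower and then higher (range 118 to 164). When the noise was drawn instead as deviations of whole arrays, the medians were 55 (range 0 to 403) and 80 (range 0 to 1000). Between the DSS and Control groups these sets called more probes than observed, with medians of 3137.5 higher and 3427.5 lower under independent noise and 2743.5 and 3037 under deviations of whole arrays, against 1969 and 1076, so they do not give the overlap expected at the observed size of the DSS effect. In sets without any difference between the groups and with independent noise, the medians were 66 and 71. Leaving out DSS replicate 2 raised the observed overlaps to 948 and 571, and leaving out DSS replicate 3 raised them to 625 and 413. With slide as a fixed block they fell to 150 and 73. In that fit the estimates of the 2 comparisons share no DSS array, since one rests on DSS replicate 1 and the other on the arrays of slide 2. These overlaps therefore do not compare directly with the others or with the simulated sets. The normexp background lowered the second overlap most, to 20 probes.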

A Venn diagram showed the DEGs in the comparisons between the DSS vs Control group and the DSS+PAMK vs DSS group (**Figure 4C**; **Supplementary Excel Sheet**). Since there was no significant difference in DEGs between the Control, DSS and DSS+PAMK groups, we focused on the analysis of DEMs. 

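The separation of the groups over all tested probes was measured as a pseudo-F from the Euclidean distances between arrays, which compares the spread between groups with the spread within them. It was 1.71, and the groups held 36.3% of the total squared distance between arrays. Of the 280 ways to assign the 9 arrays to 3 groups of 3, 0 others gave a pseudo-F as large (exact permutation test, one-sided, p = 0.00357, the smallest p this design allows). These assignments ignore the slides, which nearly follow the groups. In a test chosen after this result was seen, arrays were exchanged only within their slides, which leaves 24 assignments, and the exact permutation p was 0.0417, again the smallest possible. Between pairs of groups, the pseudo-F was 1.61 for DSS and Control, 1.45 for DSS+PAMK and DSS, and 2.14 for DSS+PAMK and Control. Each pair gave an exact permutation p of 0.1, the smallest that 3 arrays against 3 allow. In all these tests the probes were chosen with the real groups and kept for every assignment, which favors the real grouping. Removing the filter on dim probes, which removes this choice, lowered the pseudo-F most, to 1.24, with an exact permutation p of 0.0393. The filter on all 9 arrays, which does not use the groups, gave 1.92 with an exact permutation p of 0.00714.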

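Probes were not divided by class of RNA here, so the distances between the groups are given over the 99590 probes used for the principal components. The root mean square log2 difference between a Control and a DSS array was on average 0.704 (range 0.535 to 0.936 over 9 pairs), that between a Control and a DSS+PAMK array 0.633 (range 0.447 to 0.827), and that between a DSS and a DSS+PAMK array 0.623 (range 0.533 to 0.773). Within groups, the average was 0.608 in the Control group, 0.672 in the DSS group and 0.475 in the DSS+PAMK group, so that the distances between groups and within them overlapped. The position of each array was also taken along an axis on which the Control mean is 0 and the mean of a pair of DSS arrays is 1. With DSS replicate 2 left out of the axis, it lay at 0.563 and the DSS+PAMK mean at 0.448, and with DSS replicate 3 left out, it lay at 0.567 and the DSS+PAMK mean at 0.521. DSS replicate 1, left out in the same way, lay at 0.549, nearer to Control than the DSS+PAMK mean at 0.594.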

The PCA of DEMs showed that the Control group and DSS group were clearly separated and that the DSS+PAMK group was distinct from the DSS group and tended to be closer to the Control group (**Figure 4D**). We found that 702 DEMs were upregulated and 103 DEMs were downregulated in the DSS group compared with the Control group. 

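Genes were named through the supplementary sheets and the primer table, which gave 185 probes with 178 symbols. The sheets list genes that the authors had selected on the same arrays. Among the genes of these sheets reported here, the largest differences without overlap between the DSS and Control arrays were as follows. Mptx1, which encodes a mucosal pentraxin, had a normalized log2 intensity of 17.01 ± 0.35 (SD, n = 3) in the Control group and 9.97 ± 1.65 in the DSS group, a log2 fold change of -7.05 (standard error 0.88, adjusted p = 0.0392 from limma). Its paralog Mptx2 fell by 6.70 on the log2 scale (adjusted p = 0.0406 from limma), and Pnliprp2, a lipase-related gene, fell by 5.43, from 12.05 ± 0.60 to 6.61 ± 0.29 (adjusted p = 0.0392). Itln1 fell by 5.41 and did not pass the adjustment (adjusted p = 0.114 from limma). Reg3g, which encodes an antimicrobial lectin of the intestine, rose from 11.13 ± 2.62 to 16.18 ± 1.00, a log2 fold change of 5.05 (standard error 1.19, adjusted p = 0.147 from limma). Hp, the gene of the acute-phase protein haptoglobin, had a log2 fold change of 4.17 (adjusted p = 0.135 from limma), and Reg3d one of 5.65 with a signal well above background on only 1 Control array (adjusted p = 0.167). With slide as a fixed block, Reg3d no longer passed the unadjusted threshold. Marco and Kng1 were not well above background on any Control array and were at least 10.4-fold and at least 9.07-fold higher in the DSS group. For such bounds, the dim group was set on each array at the higher of the probe's own signal and the lowest signal of any probe well above background there.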

A total of 125 DEMs were upregulated and 204 DEMs were downregulated in the DSS+PAMK group compared with the DSS group (**Figure 4E**; **Supplementary Excel Sheet**). 

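Among the named genes without overlap between the DSS+PAMK and DSS arrays, 0 passed limma's adjustment over all probes, and the smallest adjusted p was 0.628, for Mptx1. In the DSS+PAMK group, the log2 intensity of Mptx1 was 15.56 ± 1.40 (SD, n = 3), 5.59 above the DSS group, and that of Mptx2 was 14.57 ± 1.34, 5.30 above it. Reg3g, at 11.28 ± 1.04, fell by 4.90 relative to the DSS group (adjusted p = 0.660 from limma). Marco fell by 4.17 and was well above background on only 1 of the 3 DSS+PAMK arrays, as was Reg3d, which fell by 6.05, so the sizes of these 2 changes rest in part on signals near background. Gm44930 was not well above background on any DSS array and was at least 1.55-fold higher in the DSS+PAMK group, where all 3 arrays measured it. It did not pass the threshold under the normexp background.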

PAMK treatment led to the downregulation of 99 DEMs that were significantly increased in the DSS group and resulted in the upregulation of 10 DEMs that were significantly decreased in the DSS group (**Figure 4F**; **Supplementary Excel Sheet**). Thus, 99 upregulated DEMs (DSS vs Control) and 10 downregulated DEMs (DSS vs Control) were considered critical genes reversed by PAMK treatment. 

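All 99 and 10 probes of these lists were found on the arrays and tested. The 99 probes had a median log2 fold change of 1.93 in the DSS group relative to the Control group and of -1.43 in the DSS+PAMK group relative to the DSS group (range -6.05 to -0.72), which left a median of 0.42 between the DSS+PAMK and Control groups. The 10 probes had medians of -1.79, 1.53 (range 1.03 to 5.59) and -0.41. The DSS+PAMK and DSS arrays did not overlap for 98 of the 99 and for 10 of the 10, against 10% by chance for probes not chosen by their difference. Limma called 96 of the 99 and 10 of the 10 in both comparisons at the unadjusted threshold. Adjusted over the list alone, 97 and 10 passed in the DSS+PAMK vs DSS comparison, but the lists were chosen on these arrays, so this is not independent evidence. Adjusted over all probes tested, 0 passed, and in the DSS vs Control comparison 16 of the 99 and 4 of the 10 did. In the DSS+PAMK group, 77 of the 99 and 7 of the 10 lay within 2-fold of the Control group. With the normexp background, the median changes between the DSS+PAMK and DSS groups shrank to -0.91 and 1.07. Besides the genes with the largest changes already given, Wfdc21 had a log2 intensity of 4.98 ± 0.58 (SD, n = 3) in the Control group, 7.89 ± 0.45 in the DSS group and 3.90 ± 2.09 in the DSS+PAMK group, where 2 of the 3 arrays were well above background and the level is therefore uncertain. Crisp3 had 6.43 ± 0.56, 4.49 ± 0.42 and 6.37 ± 0.93 in the same order, and Trpm6, a magnesium channel gene, 7.53 ± 0.49, 6.43 ± 0.25 and 8.21 ± 0.61. The differences of Trpm6 and Wfdc21 between the DSS and Control groups did not pass the unadjusted threshold with slide as a fixed block. Pnliprp1 was not well above background on any DSS array, and was at least 6.14-fold lower there than in the Control group and at least 3.08-fold higher in the DSS+PAMK group.

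**Figure D2:**
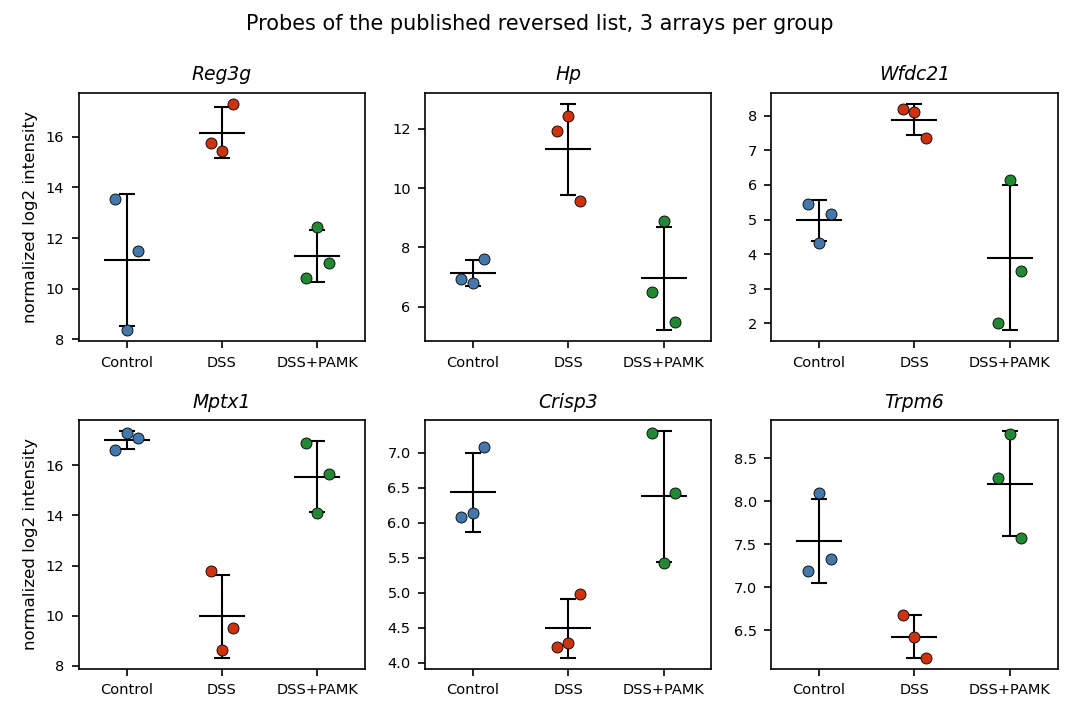
Normalized log2 intensity of 6 probes of the published lists on the 3 arrays of each group (points), with the mean and SD (horizontal line and bars). Axes differ between panels and do not start at 0. Reg3g, Hp and Wfdc21 were highest in the DSS group, and Mptx1, Crisp3 and Trpm6 were lowest there, with no overlap between the DSS and DSS+PAMK arrays.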

The results are presented in the heatmap (**Figure 4G**). These results indicated that PAMK treatment altered the transcriptional profile in the colonic tissues of DSS-induced colitis mice.

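The change with PAMK was also read over all probes called between the DSS and Control groups, without selecting them by the DSS+PAMK arrays. The 1969 probes higher in the DSS group had a median log2 fold change of 1.34 over Control, and 1687 of them (85.7%) were lower in the DSS+PAMK group than in the DSS group. Their median change with PAMK was -0.53, and the median left over Control was 0.90, with 757 still called higher. The 1076 probes lower in the DSS group had a median of -1.25, and 993 of them (92.3%) were higher in the DSS+PAMK group. Their median change was 0.69, the median left was -0.64, and 198 were still called lower. Because these probes were selected on the DSS arrays, part of a move toward the Control group arises without any effect of PAMK. Probes were therefore also chosen as reversed with 1 DSS and 1 DSS+PAMK array left out, and the pair left out was compared, in each of the 9 possible choices. The median difference between the DSS+PAMK and the DSS array left out was between -1.05 and -0.05 for the probes chosen as higher in the DSS group, and between -0.43 and 0.07 for those chosen as lower. Over the results shown in Figure 4, the paper writes that they indicated a change of the transcriptional profile by PAMK in the colon of mice with DSS-induced colitis.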

**Figure 4:**
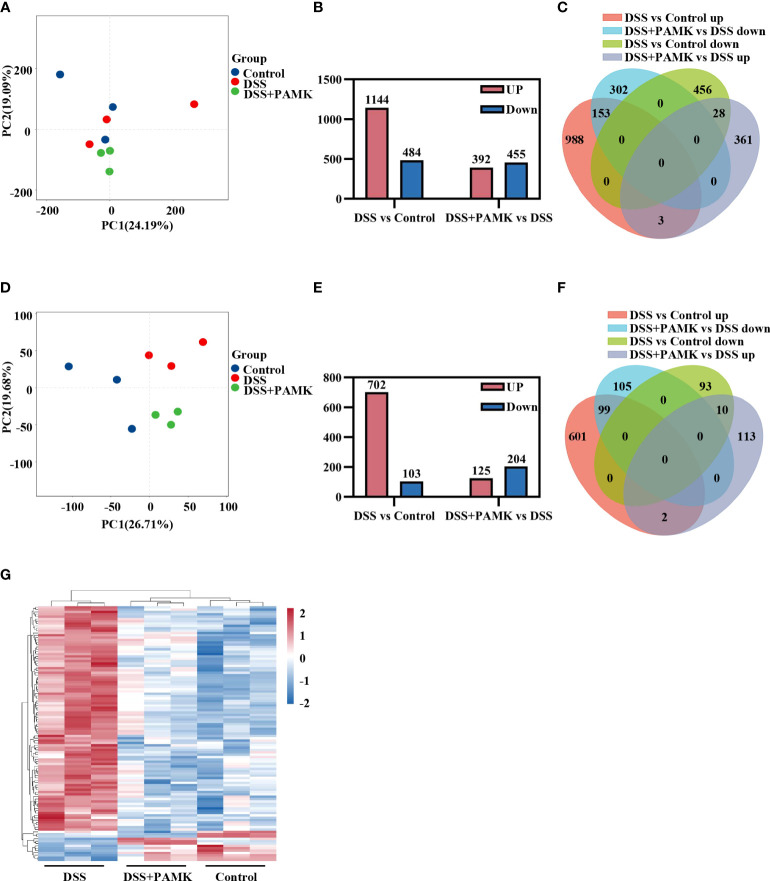
PAMK treatment altered the transcriptional profile in DSS-induced colitis mice. **(A)** Principal component analysis (PCA) of all RNAs from the microarray dataset (n=3). **(B)** The number of differentially expressed genes (DEGs) in the DSS vs Control and DSS+PAMK vs DSS groups (n=3). **(C)** Venn diagram of DEGs in the Control, DSS and DSS+PAMK groups (n=3). **(D)** PCA of mRNAs from the microarray dataset (n=3). **(E)** The number of differentially expressed mRNAs (DEMs) in the DSS vs Control and DSS+PAMK vs DSS groups (n=3). **(F)** Venn diagram of DEMs in the Control, DSS and DSS+PAMK groups (n=3). **(G)** Heatmap of DEMs among the Control, DSS and DSS+PAMK groups (n=3). DEGs and DEMs were identified through a fold change ≥2 as well as a *P* ≤0.05 calculated with a t test.

### Cluster analysis of DEMs revealed that regulating the Th17/Treg cell balance may be the mechanism of the therapeutic effect of PAMK treatment on DSS-induced colitis

To further investigate the mechanism of the therapeutic effect of PAMK on DSS-induced colitis in mice, we conducted a trend analysis of the microarray data. The total DEMs were clustered into 16 profiles (from profiles 0 to 15) based on the expression patterns of genes using Short Time-series Expression Miner (STEM) software. Among the 16 profiles, profile 14 (reaching the peak in the DSS group and decreasing in the DSS+PAMK group), profile 11 (reaching the peak in the DSS group and remaining in the DSS+PAMK group) and profile 10 (reaching the peak in the DSS group and returning to the level of the Control group in DSS+PAMK group) were identified with significant (*P*<0.05) expression patterns (**Figure 5**). 

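The trend was computed over the 4156 probes called in either comparison with the DSS group, without a division by class of RNA. Each probe was assigned to the model profile with the highest Pearson correlation to its group means, and the number expected was taken from all 6 orders of the 3 groups. Profile 14 held 940 probes where 362.667 were expected, 2.59 times as many (one-sided binomial test over probes, adjusted p = 2.22e-159). Profile 11 held 643 where 352.667 were expected (adjusted p = 7.37e-48), and profile 10 held 325 where 233 were expected (adjusted p = 9.75e-09). Profile 1, the mirror of profile 14 with its lowest point in the DSS group, held 575 where 362.667 were expected (adjusted p = 7.30e-27). Probes are not independent replicates, and choosing them by 2 comparisons that share the DSS arrays raises some profiles without any difference between groups. In 50 simulated sets without group differences and with noise independent between probes, profile 14 held a median of 1.46 times its expected number (range 1.23 to 1.61), profile 10 1.21 times (range 1.02 to 1.35) and profile 11 1.01 times (range 0.80 to 1.17). Profile 1 held a median of 1.44 times its expected number in these sets and passed the adjusted binomial test in 49 of 50. When the noise was drawn as deviations of whole arrays, the ranges were 0 to 4.08, 0 to 3 and 0 to 4.20 in the same order. With the DSS effect kept, no effect of PAMK and independent noise, profile 14 held 1.73 to 1.94 times, profile 10 0.12 to 0.19 times and profile 11 2.72 to 2.83 times its expected number, and the last lies above the 1.82 times observed, in sets with more DSS vs Control calls than observed. Among the 175 probes called after adjustment, 105 were in profile 14, 50 in profile 11 and 5 in profile 10. Of all settings, this gave the lowest number for profile 10. Profile 10 also rested on single arrays, with 792 probes without DSS replicate 2 and 524 without DSS replicate 3, and profile 11 held 1104 without Control replicate 2.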

Profile 14 and profile 10 were the most representative expression patterns. GO enrichment and KEGG enrichment analyses were performed to evaluate the potential functions of DEMs from profile 14 and profile 10. GO analysis, commonly used to analyze the function of genes, showed that the top 30 enriched GO terms of profiles 14 and 10 included immune system process, inflammatory response, immune response, acute-phase response and innate immune response (**Figures 6A, B**). The GO analysis indicated that the beneficial effect of PAMK on DSS-induced colitis may rely on the regulation of the immune response. In addition, the KEGG enrichment of profiles 14 and 10 showed multiple immune-related pathways among the top 30 pathways, including the IL-17 signaling pathway, Th17 cell differentiation, Th1 and Th2 cell differentiation, TNF signaling and the chemokine signaling pathway (**Figures 6C, D**). Therefore, the effect of PAMK on colitis may depend on the immunoregulatory function of PAMK by maintaining Th17/Treg cell homeostasis.

**Figure 5:**
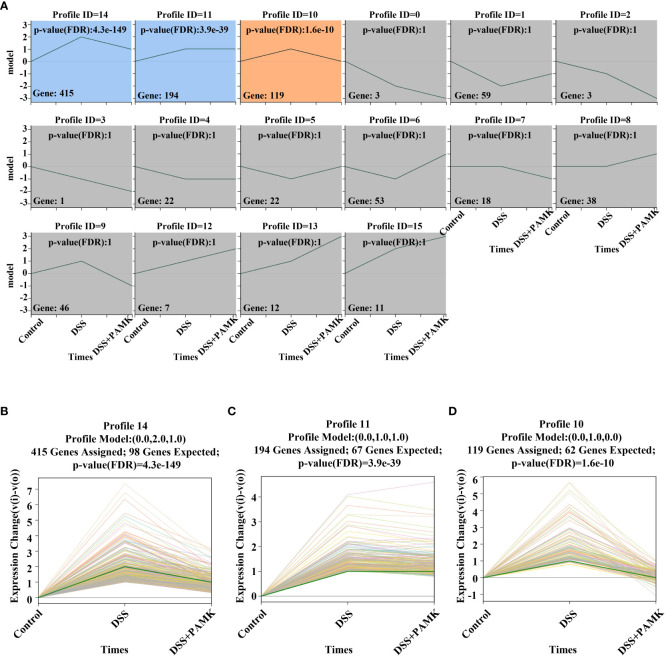
Trend analysis of DEMs. **(A)** Short time-series transcriptomic analysis of DEMs in the Control, DSS and DSS+PAMK groups (n=3). **(B–D)** The statistically significant profiles (*P* < 0.05) of DEMs in the Control, DSS and DSS+PAMK groups (n=3).

**Figure 6:**
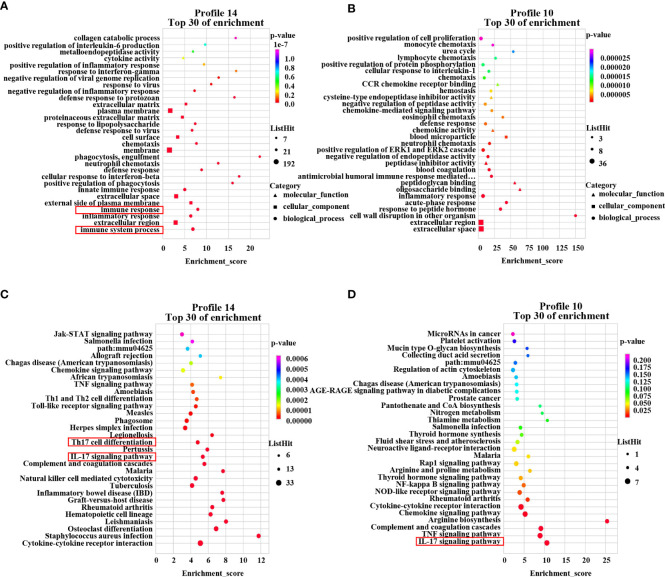
GO enrichment and KEGG pathway enrichment of DEMs. The GO analysis from DEMs of profile 14 **(A)** and profile 10 **(B)** among the Control, DSS and DSS+PAMK groups (n = 3) showed the top 30 enriched biological functions. The KEGG analysis from DEMs of profile 14 **(C)** and profile 10 **(D)** among the Control, DSS and DSS+PAMK groups (n = 3) showed the top 30 enriched signaling pathways.

### PAMK treatment regulated the Th17/Treg cell balance in the MLN and spleen in DSS-induced colitis mice

To examine the effect of PAMK on the Th17/Treg cell balance in DSS-induced colitis mice, we measured the proportions of both Th17 cells and Treg cells in the CD4^+^ T cells compartment of the MLN and spleen by flow cytometry. As shown in **Figures 7**, **8**, the proportions of Th17 cells in the MLN and spleen of the DSS group mice were significantly increased compared with those in the Control group mice, and PAMK treatment significantly decreased the proportions of Th17 cells in the MLN and spleen. However, PAMK treatment did not increase the frequency of Treg cells in the MLN and spleen compared with those in the DSS group. The ratios of Th17/Treg cells in the MLN and spleen were shown to decrease after PAMK administration, supporting the role of PAMK in the resumption of the Th17/Treg cell balance in colitis mice.

**Figure 7:**
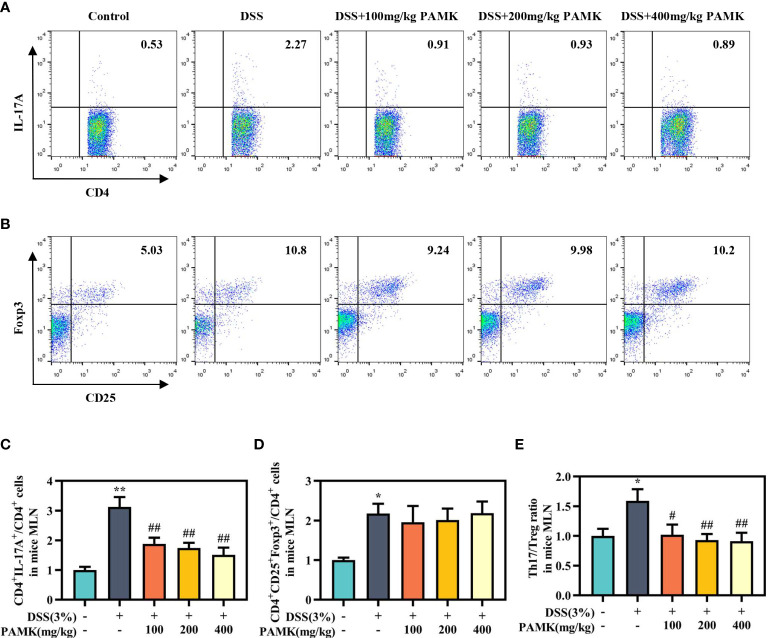
PAMK treatment regulated the Th17/Treg cell balance in the MLN of colitis mice. Flow cytometry of Th17 (CD4^+^IL-17A^+^) cells **(A)** and Treg (CD4^+^CD25^+^Foxp3^+^) cells **(B)** in the MLN. The frequency of Th17 **(C)** and Treg cells **(D)** in the MLN. **(E)** The Th17/Treg ratio in the MLN. The frequency of Th17 and Treg cells and the ratios of Th17/Treg in the DSS group and PAMK treatment groups were normalized to those in the Control group. All data are presented as the mean ± SEM (n≥ 6). ^*^ *P <*0.05, ^**^ *P <*0.01 vs Control group; ^#^ *P* < 0.05, ^##^ *P* < 0.01 vs DSS group.

**Figure 8:**
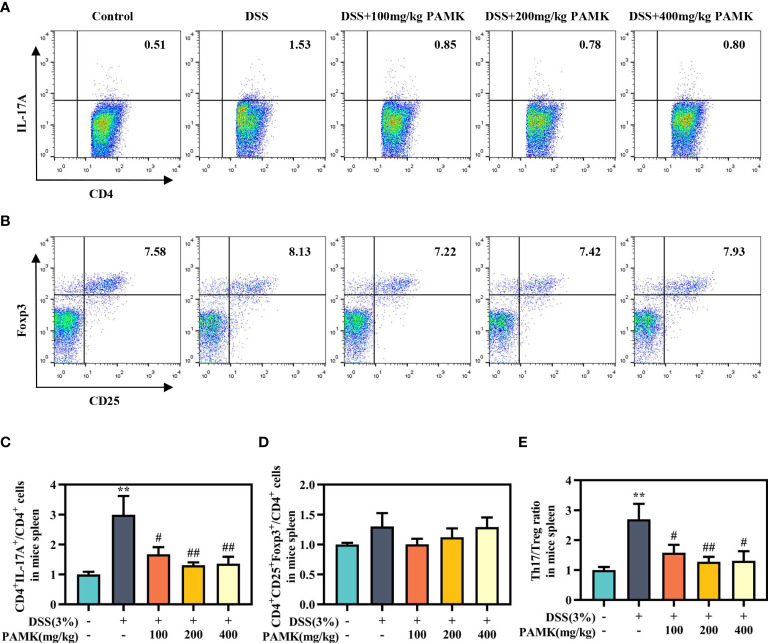
PAMK treatment regulated the Th17/Treg cell balance in the spleen of colitis mice. Flow cytometry of Th17 (CD4^+^IL-17A^+^) cells **(A)** and Treg (CD4^+^CD25^+^Foxp3^+^) cells **(B)** in the spleen. The frequency of Th17 **(C)** and Treg cells **(D)** in the spleen. **(E)** The Th17/Treg ratio in the spleen. The frequency of Th17 and Treg cells and the ratios of Th17/Treg in the DSS group and PAMK treatment groups were normalized to those in the Control group. All data are presented as the mean ± SEM (n≥ 6). ^**^ *P <*0.01 vs Control group; ^#^ *P* < 0.05, ^##^ *P* < 0.01 vs DSS group.

Then, Th17- and Treg-specific transcription factors RORγt and Foxp3, as well as the associated cytokines IL-17A, IL-10 and TGF-β1, were analyzed using qRT‒PCR to further investigate the regulatory effect of PAMK on the Th17/Treg cell balance. Significantly increased *Rorc* expression was found in colitis mice in comparison with the Control group, and PAMK treatment significantly decreased the mRNA level of *Rorc* (**Figure 9A**). In addition, the expression of *Foxp3* significantly decreased in colitis and slightly increased in the PAMK treatment groups (**Figure 9B**). The results showed that the expression of Th17- and Treg- associated cytokines was consistent with that of specific transcription factors. IL-17A is secreted specifically by Th17 cells, and TGF-β1 and IL-10 are secreted specifically by Treg cells. The expression level of *Il17a* significantly increased in the colon of the DSS group and decreased after PAMK administration (**Figure 9C**). In contrast, PAMK treatment slightly increased the expression of *Tgfb1* and *Il10* in colitis mice (**Figures 9D, E**). Collectively, these data confirmed the effect of PAMK on maintaining the homeostasis of Th17 and Treg cells in DSS-induced colitis.

**Figure 9:**
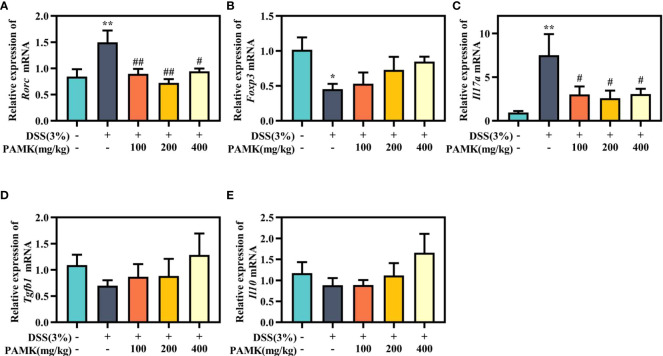
PAMK treatment regulated the levels of Th17- and Treg-specific transcription factors and associated cytokines. The relative expression of *Rorc* **(A)**, *Foxp3* **(B)**, *Il17a***(C)**, *Tgfb1***(D)**, and*Il10***(E)** in the colonic tissue. All data are presented as the mean ± SEM (n≥ 6). ^*^ *P*< 0.05,^**^ *P* < 0.01 vs Control group; ^#^ *P*< 0.05, ^##^ *P* < 0.01 vs DSS group.

### PAMK treatment inhibited the IL-6/STAT3 signaling pathway in DSS-induced colitis mice

The role of the IL-6/STAT3 signaling pathway in the differentiation of Th17 and Treg cells has been reported in multiple studies. Activation of the IL-6/STAT3 signaling pathway drives naïve T cells to differentiate into Th17 cells, resulting in a Th17/Treg cell imbalance (15). Thus, we analyzed the IL-6/STAT3 signaling pathway to explore the mechanism by which PAMK administration modulated the Th17/Treg cell balance. qRT‒PCR results showed that the *Il6* mRNA level in colonic tissue was significantly reduced in the PAMK treatment groups compared to the DSS group (**Figure 10A**). The Western blotting results showed that the level of STAT3 in colonic tissue increased in colitis mice and decreased after PAMK treatment (**Figures 10B, C**). A comparison of p-STAT3/STAT3 in colonic tissues from the DSS and PAMK treatment groups revealed that PAMK treatment decreased the ratio of p-STAT3/STAT3, indicating that PAMK treatment suppressed the activation of STAT3 (**Figure 10D**). The immunofluorescence analysis showed a similar result (**Figure 10E**). Our findings demonstrated that PAMK treatment effectively inhibited the activation of IL-6/STAT3 signaling.

**Figure 10:**
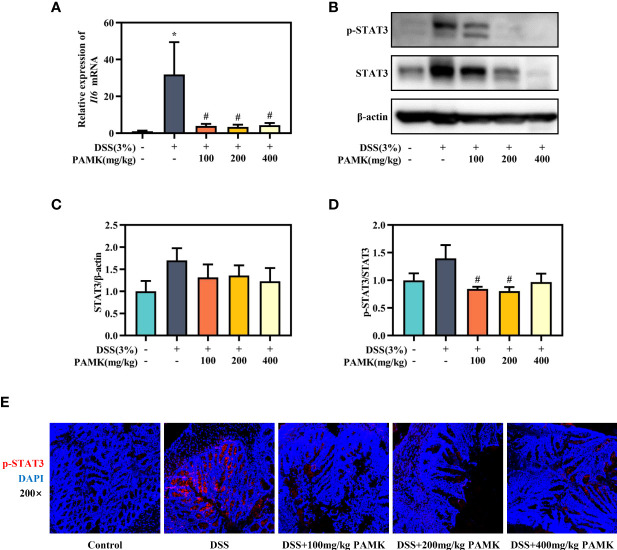
PAMK treatment inhibited the IL-6/STAT3 signaling pathway in DSS-induced colitis mice. **(A)** The relative expression of *Il6* in the colonic tissue. **(B)** Western blot analysis of STAT3 and p-STAT3 expression levels in colonic tissue. **(C)** Densitometric analysis of STAT3 expression. **(D)** Quantitative analysis of p-STAT3/STAT3. **(E)** Representative images of immunofluorescence staining of p-STAT3 in colonic tissue (magnification 200×). All data are presented as the mean ± SEM. ^*^ *P* < 0.05 vs Control group; ^#^ *P* < 0.05 vs DSS group.

## Discussion

UC, a chronic and recurring intestinal disease, is characterized by abdominal pain, diarrhea and hematochezia, and persistent colitis increases the risk of colorectal cancer (16). 5-aminosalicylic acid (5-ASA) is a first-line therapy for the treatment of UC (17). However, many patients suffer a recurrence after 5-ASA is discontinued, and those patients are recommended to undergo treatment with thiopurines, anti-TNF agents and immunosuppressive therapy despite serious adverse effects (18). Thus, alternative medicines have recently attracted attention in treating UC. Inspiringly, TCMs and polysaccharides from TCMs have become promising alternative and complementary therapies for UC treatment with fewer side effects (19). Jia et al. conducted frequency analysis and found that *Atractylodes macrocephala* Koidz. is one of the most frequently used TCMs in 177 Chinese herbal compound prescriptions used in the clinical treatment of UC (4). Thus, we investigated the effect and the underlying mechanism of PAMK on colitis. This study is the first to elucidate the underlying mechanism of the therapeutic effect of PAMK on colitis and determine that the regulation of the Th17/Treg cell balance of PAMK plays a critical role in alleviating colitis.

The common preclinical murine models of UC include the DSS-induced colitis model, trinitrobenzene sulfonic acid (TNBS)-induced colitis model and IL-10-deficient mouse model (20). Various studies have demonstrated that IL-10 suppresses inflammation in colitis by regulating innate and adaptive immune responses, such as promoting the expansion of Treg cells to suppress the immune response mediated by Th17 cells, which indicates that IL-10-deficient mice were not suitable for the present study (21). TNBS treatment promoted an immune response mediated by Th1 cells, resembling Crohn’s disease but not UC in humans (22). The DSS-induced colitis model is the most widely used murine model of colitis due to its reproducibility, controllability and similarities of pathological and clinical manifestations with UC patients (23). In addition, DSS, as a chemical toxin, causes the damage to the epithelial cells and does not directly activate the adaptive immune system (24), supporting that DSS-induced colitis is the most suitable model for this study. The results showed that PAMK treatment significantly ameliorated DSS-induced colitis manifested as relief of symptoms, inflammation inhibition and intestinal barrier maintenance.

The effects of polysaccharides are intimately associated with their structural properties, especially monosaccharide composition. Numerous studies have demonstrated that the most common monosaccharides contained in polysaccharides from TCMs include glucose, mannose, galactose and arabinose (25). Consistent with the monosaccharide composition of these polysaccharides, the monosaccharide components of PAMK used in our study are mainly glucose, mannose, arabinose and galactose. The effects of monosaccharide treatment on DSS-induced colitis have been determined in previous studies. For instance, both mannose and arabinose treatment alleviated DSS-induced colitis by suppressing the inflammatory response and improving barrier damage (26–28). Galactose is essential for immune system function, and *Astragalus* polysaccharide with higher galactose content showed a more beneficial effect on DSS-induced colitis (29). Therefore, we considered that the protective effect of PAMK against colitis may depend on mannose, arabinose and galactose. However, high glucose treatment exacerbated colitis pathogenesis in mice (30), which may explain why 400 mg/kg PAMK treatment did not exert a more beneficial effect on DSS-induced colitis than 200 mg/kg PAMK treatment. In addition, extensive studies have demonstrated that the polysaccharides from TCMs rich in mannose, arabinose and galactose in colitis, such as polysaccharides from *Inonotus obliquus* (31), *Ganoderma lucidum* (32)and *Dendrobium fimbriatum* Hook (33), alleviate DSS-induced colitis by modulating the immune response. Consistent with these results, our study determined the key role of the immunoregulatory effect of PAMK in ameliorating DSS-induced colitis.

The multifactorial pathophysiology of UC includes environmental factors, disordered intestinal flora, impaired epithelial barrier, genetic predisposition and dysregulated immune responses (34). Among them, a dysregulated immune system accelerates the development of UC (1). In UC, the increasing permeability of the colonic mucosal and epithelial barrier lead to the migration of intestinal flora and triggers the activation of the immune system (35). Stimulated by innate immune cells secreting cytokines, naive CD4^+^ T cells are induced to differentiate into effector CD4^+^ T cells, including Th17 cells and Treg cells (36). The KEEG enrichment analysis revealed that the effect of PAMK on colitis was associated to the Th17/Treg cell balance. Under physiological conditions, Th17 cells protect the host against infection and mediate the immune response by secreting inflammatory cytokines. Treg cells maintain immune tolerance and prevent an excessive immune response by secreting anti-inflammatory cytokines (37). In UC patients, Th17 cells infiltrate the gastrointestinal mucosa and produce excessive inflammatory cytokines, such as IL-17A, initiating a more intense inflammatory response that Treg cells are not able to tolerate (38). Thus, Th17/Treg cell imbalance is a crucial factor in the occurrence and development of UC, and targeting the regulation of the Th17/Treg cell balance has been a promising strategy for treating UC (15). In our study, PAMK treatment significantly decreased the frequency of Th17 cells in the spleen and MLN, and the expression of *Il17a* in colonic tissue in colitis mice. In UC patients, the proportion of Treg cells is decreased in peripheral blood, while it is increased in the inflamed mucosa of the colon, which may be attributed to the active recruitment of Treg cells in inflamed areas to maintain immune tolerance and inhibit the inflammation (39). Consistently, our study also showed that the frequency of Treg cells in the MLN and spleen increased in colitis mice. However, the instability of Foxp3^+^ Treg cells in colitis has been identified, and multiple studies have demonstrated that the expression of Foxp3 in Treg cells isolated from inflammatory sites decreased, indicating a loss of Foxp3 expression (40), which may explain why the proportions of Treg cells increased in colitis mice, while the expression of *Foxp3*, *Il10* and *Tgfb1* decreased. The upregulation of *Foxp3*, *Il10* and *Tgfb1* expression in the PAMK treatment groups indicated that PAMK treatment enhanced the activation of Treg cells. Our study indicated that PAMK treatment alleviated DSS-induced colitis by regulating the Th17/Treg cell balance.

Finally, we explored the pathways that promoted differentiation and enhanced the secretion of Th17 cells. Genome-wide association studies have determined that STAT3 is linked to UC susceptibility. STAT3 is expressed in mucosal immune cells, and STAT3 activation enhances the inflammatory response in the intestine (41). IL-6 initiates the phosphorylation of STAT3 by binding the membrane-bound IL-6 receptor (42), and p-STAT3 is an essential mediator of the Th17/Treg cell balance and upregulates the expression of Th17-specific genes, such as IL-17A (38). Thus, the IL-6/STAT3 signaling pathway plays a pivotal role in the differentiation of Th17 cells. In UC, the phosphorylated STAT3 levels were significantly increased in actively inflamed colons (43, 44). Target blockade of the IL-6/STAT3 signaling pathway, such as blockade with IL-6 antagonists, JAK inhibitors and direct STAT3 inhibitors, can effectively prevent and treat UC (45). Many polysaccharides from TCMs have been demonstrated to inhibit the IL-6/STAT3 pathway in DSS-induced colitis mice (46, 47). Our results showed that the regulatory effect of PAMK on the Th17/Treg balance in colitis may depend on the inhibition of the IL-6/STAT3 pathway.

## Conclusion

The study evaluated the effect of PAMK on colitis and determined the underlying mechanism based on a mouse model of DSS-induced colitis. PAMK improved colitis symptoms, alleviated pathological injury, inhibited the inflammatory response and improved the intestinal barrier in colitis mice. In addition, the beneficial effect of PAMK on colitis depended upon the immunoregulatory effect. Our results suggested that PAMK treatment regulated the Th17/Treg cell balance to attenuate DSS-induced colitis in mice, which may be dependent on the inhibition of the IL-6/STAT3 signaling pathway. These findings provide further evidence for the potential of PAMK for treating UC.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE211359.

## Ethics statement

The animal study was reviewed and approved by Ethics Committee of China Pharmaceutical University.

## Author contributions

LS and CJ conceived and designed the study. QZ and MY performed the experiments. MA, QW, YY and YZ helped with several experiment procedures. QL, CL, ZJ, XH and CC analyzed the data. MY drafted the paper. LS and RT revised the paper. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by the National Natural Science Foundation of China (82074115, 81873084 and 82174072).

## Acknowledgments

We thank the Laboratory of Active Components and Pharmacodynamics of Natural Medicines of China Pharmaceutical University and OE Biotechnology Co., Ltd. for laboratory assistance.

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Polysaccharide from Atractylodes macrocephala Koidz. ameliorates DSS-induced colitis in mice by regulating the Th17/Treg cell balance
**Source:** Front Immunol. 2022 Oct 20;13:1021695. doi: 10.3389/fimmu.2022.1021695
**Supplement:** Supplementary file 1

**Supplementary Table 1. Overview of the criteria used for the scores**

| **Score value** | **Body weight loss** | **Stool consistency** | **Blood in stool** |
| --- | --- | --- | --- |
| 0 | ≤1% | Normal stool | Colorless in 2 minutes |
| 1 | 1-5% | Softer stool | Color changes from light green to green within 10 seconds |
| 2 | 5-10% | Extremely softer but formed stool | Color changes from light green to  blue‒brown |
| 3 | 10-15% | Unformed stool | Color changes from blue‒brown to  dark-brown |
| 4 | >15% | Watery stool | Color immediately becomes black‒brown |
| 5 | - | - | Macroscopic bloody stool |
| 6 | - | - | Macroscopic blood in anus and rectum |

The scoring criteria of blood in stool is offered by the manufacturer (Shanghai Yuanye Biotechnology Co., Ltd.).

**Supplementary Table 2. Histological score criteria**

|  | **Score value** | **Definition** |
| --- | --- | --- |
| Extent of inflammation | 0 | None |
|  | 1 | Slight |
|  | 2 | Mild |
|  | 3 | Moderate |
|  | 4 | Severe |
| Depth of injury | 0 | None |
|  | 1 | Mucosa |
|  | 2 | Submucosa |
|  | 3 | Muscular layer |
|  | 4 | Serosal layer |
| Crypt damage | 0 | None |
|  | 1 | Small proportion of crypt/epithelium damaged. |
|  | 2 | Moderate proportion of crypt/epithelium damaged. |
|  | 3 | Majority of crypt/epithelium damaged. |
|  | 4 | All crypt/epithelium damaged. |
| Diseased region | 0 | None |
|  | 1 | 1-25% |
|  | 2 | 26-50% |
|  | 3 | 51-75% |
|  | 4 | 76-100 |

**Supplementary Table 3. List of primers**

| **Gene** | **Primers** |
| --- | --- |
| *Tnfa* | Forward: CCCTCACACTCAGATCATCTTCT |
|  | Reverse: GCTACGACGTGGGCTACAG |
| *Il1b* | Forward: CTGTGTCTTTCCCGTGGACC |
|  | Reverse: CAGCTCATATGGGTCCGACA |
| *Il18* | Forward: ACTGTACAACCGCAGTAATACGG |
|  | Reverse: AGTGAACATTACAGATTTATCCC |
| *Il23* | Forward: AGCGGGACATATGAATCTACTAAGAGA |
|  | Reverse: GTCCTAGTAGGGAGGTGTGAAGTTG |
| *Foxp3* | Forward: CACCCAGGAAAGACAGCAACC |
|  | Reverse: CTCGAAGACCTTCTCACAACCA |
|  | Reverse: GGAGTAGGCCACATTACACTG |
| *Il6* | Forward: TCTGAAGGACTCTGGCTTTG |
|  | Reverse: GATGGATGCTACCAAACTGGA |
| *Il17a* | Forward: TCAGCGTGTCCAAACACTGAG |
|  | Reverse: CGCCAAGGGAGTTAAAGACTT |
| *Il10* | Forward: GGTTGCCAAGCCTTATCG |
|  | Reverse: TCTTCACCTGCTCCACTG |
| *Tgfb1* | Forward: AGCTGCGCTTGCAGAGATTA |
|  | Reverse: AGCCCTGTATTCCGTCTCCT |
| *Actb* | Forward: CATTGCTGACAGGATGCAGAAGG |
|  | Reverse: TGCTGGAAGGTGGACAGTGAGG |

How the deposited data were processed for this re-analysis (not part of the article)

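Colonic RNA of the Control, DSS and DSS+PAMK groups, 3 samples each, was hybridized by the authors to 1-color Agilent arrays, labeled with Cy3. The scanned images were analyzed by the authors with Feature Extraction 10.7.1.1, and the intensities they deposited are the scanner output of each array. The processed intensity is on a linear scale, corrected for background and detrended within the array, and replaced by a surrogate value where a spot is not above background. The authors' quantile normalization and their t-test came after this output, so both were redone here from the deposited intensity. The samples were grouped by the condition and replicate given in their labels and in the paper.

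Control spots and spots marked as non-uniform or population outliers were left out, saturated spots were to be kept (there were 0), and log2 processed intensities were quantile normalized over the 9 arrays. The spots of a probe were averaged, where 998 probes had 10 spots and the others had 1. A probe was tested if it was well above background on every array of at least 1 group, which kept 99612 of 166924 probes and left out 67312. Group means were fitted to all 9 arrays with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with 6 residual degrees of freedom and 2.50 prior degrees of freedom, and the 3 comparisons were taken from this fit. A probe was called at a fold change of at least 2 and an unadjusted p of at most 0.05, as in the methods, and the count after Benjamini-Hochberg adjustment over all tested probes was given beside it. The tables were read with data.table 1.17.8.

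The separation of groups was tested with an exact permutation test over the 280 distinct assignments of the arrays and, chosen after that result was seen, over the 24 that exchange arrays only within their slides. Probes were filtered with the real groups and were not filtered again for each assignment, which favors the real grouping. The trend followed the description of Short Time-series Expression Miner, which was not itself run: probes were assigned to the 16 model profiles drawn in Figure 5 by correlation, and their number was compared with that under all 6 orders of the groups. The trend and the separation had been planned for mRNAs as well, but probes were not divided by class of RNA here, so both were computed over all tested probes, and the numbers of DEMs, the enrichment analyses and the planned tests of gene lists were left out. Of the probes, 11024 have names formed from the circular RNA database CIRCpedia, and 9559 of these were tested.

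Gene symbols were taken from the supplementary sheets, which pair probe names with symbols, and from primers of the supplementary primer table. Of 21 primers searched, 2 lay inside a probe, 1 of Il18 and 1 of Il17a. Together this named 185 probes with 178 symbols, of which 177 were in the table of gene names used. The genes named in the text were set by a rule which, like the alternatives listed further on, was fixed before the data were examined. They are the genes the paper names that a probe could be linked to, the 5 named genes with the largest change in each direction in each of the DSS vs Control and DSS+PAMK vs DSS comparisons among called probes whose groups do not overlap, the 5 probes with the largest change in each direction in the published reversed list, and genes whose supplementary values differ from those computed here. Of these genes, 2 are not reported here. Other genes are marked where they appear.

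The procedure was tested on simulated data with 200 changed probes among 99590 and noise independent between probes. Every change made was larger than the median changes with PAMK of the probes called for DSS vs Control, -0.53 and 0.69 on the log2 scale. Recovery of smaller changes, or under noise shared by the probes of an array, was not simulated. After adjustment, limma recovered 155 of them (77.5%) in the DSS vs Control comparison with 10 false calls, and 161 (80.5%) in the DSS+PAMK vs DSS comparison with 2 false calls. The methods' t-test recovered 9 and 0 after adjustment, so its adjusted counts of 0 carry little information. At the unadjusted threshold limma recovered 199 and 198, with 712 and 717 false calls, and the t-test 196 and 194, with 348 and 382.

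The alternatives were a shift of each array to its 75th percentile in place of quantile normalization, a normexp background correction with an offset of 50 on the mean and background signals, no filter on dim probes, a filter on all 9 arrays, a filter on the positive and significant mark, the methods' t-test, only the groups compared in the fit, the replicate number as a block, slide as a fixed or random block (statmod 1.5.0), array weights, Spearman distances, unit variance, the trend over adjusted calls only, and each array left out in turn. Overlaps between the comparisons that share the DSS arrays were set beside 50 simulated sets per setting. The scan runs coincided with the slides, so slide was the only batch tested. With slide as a fixed block, DSS vs Control rests on DSS replicate 1 alone against the Control arrays. DSS+PAMK vs DSS then rests on the arrays of slide 2. With 3 arrays per group, precision is limited by the number of arrays.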

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

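The tests of other splits for the numbers of probes higher and lower in the DSS+PAMK group than in the Control group were chosen only after these numbers were seen.

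The DSS+PAMK and Control groups, which the paper does not compare, differed at 1648 probes that were higher and 1015 that were lower in the DSS+PAMK group at the threshold of the methods. They are given here as a signal in a comparison the paper does not report. Limma called 0 of them after adjustment (smallest adjusted p 0.1), with 13874 probes (13.9%) at an unadjusted p of at most 0.05, and the methods' t-test called 952 higher and 667 lower. The arrays of both groups did not overlap for 24381 probes (24.5%), against 10% by chance. Leaving out Control replicate 2 raised the counts to 3503 and 2510, with 5 probes called after adjustment. Array weights gave 392 calls after adjustment, and the normexp background gave 23 while lowering the counts to 182 and 159.

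Chance could not be excluded. These 6 arrays can be split into 3 and 3 in 10 ways. Splits other than the real one have no direction, so the larger of their 2 counts was compared. By this count only the real 1 gave as many probes as were higher, and 2, the real one included, gave as many as were lower, while the smallest share that 10 splits allow is not small enough to exclude chance. The 0 calls after adjustment cannot be tested in this way. The normalization also stays open. Under the 75th percentile shift, 837 probes were higher and 4195 lower, so that 16.6% of the calls were higher in place of 61.9%. No comparison within a slide was possible, since 0 slides held arrays of both groups, and with slide as a fixed block the counts were 3946 and 6706. That fit links these groups only through the DSS arrays. The share of spots well above background was lower in the DSS+PAMK group, with a median of 55.7% against 66.0%, which leaves a difference in signal open as well.

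The design also gives a biological explanation, that changes caused by DSS remained in the DSS+PAMK mice. Of the 1969 probes higher in the DSS group, 757 were also called higher in the DSS+PAMK group, and of the 1076 lower probes 198 were also called lower. Both comparisons share the Control arrays, and this overlap was not set against simulated data, so this explanation remains an untested hypothesis.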

How the results depend on the processing

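All alternatives in this part had been planned, and no test was chosen after its result was seen. The cause of a change between settings was not tested unless it is stated.

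The separation of the groups stayed past its threshold under every alternative run, none of which blocks slide, with a pseudo-F from 1.24 without the filter to 2.26 with the normexp background, against 1.71, and exact permutation p values up to 0.0393. With each array left out in turn it lay between 1.39 and 1.91, with exact permutation p values between 0.00357 and 0.0464. The published reversed lists kept their directions, with medians between -1.58 and -1.30 and between 1.30 and 1.64 when an array was left out, but their probes were chosen on these arrays, which largely fixes the direction. The DSS+PAMK vs DSS comparison had 0 probes called after adjustment by limma under every alternative except without DSS replicate 2 (17 probes), beside 7192 probes at an unadjusted p of at most 0.05. Of 904 values of single genes under the alternatives, 876 kept their direction and their side of the unadjusted threshold, 17 fell below it, 11 rose above it and 0 reversed.

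The numbers of called probes changed far more. Under the 75th percentile shift, 3085 probes were lower in the DSS group than in Control, 837 were higher and 4195 lower in the DSS+PAMK group than in Control, and profile 11 held 294. Of the DSS vs Control calls 30.5% were then higher, against 64.7%. The normexp background, with its offset of 50 that shrinks the differences of dim probes, gave 458 higher, 156 lower and 372 adjusted calls for DSS vs Control, 107 and 230 for DSS+PAMK vs DSS, and 182, 159 and 23 for DSS+PAMK vs Control. The overlaps were 139 and 20, the profiles 14, 11 and 10 held 286, 52 and 126, and the medians of the published lists were -0.91 and 1.07.

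Without a filter, 166924 probes entered the test. There were 3391 higher and 2081 lower probes for DSS vs Control with 0 after adjustment, 1806 and 2656 for DSS+PAMK vs DSS, and 2851 and 2153 for DSS+PAMK vs Control. The overlaps were 786 and 457, and profiles 14 and 10 held 1497 and 922. The filter on positive and significant spots left 142767 probes and gave 3315, 2132 and 0, then 1807 and 2618, then 2822 and 2204 in the same order, overlaps of 751 and 475, and 1472, 968 and 827 probes in profiles 14, 11 and 10. The filter on all 9 arrays left 76396 probes, 70 of the 99 and 9 of the 10 published ones among them, and gave 1171, 359 and 391, then 271 and 422, then 958 and 399, overlaps of 244 and 47, and 618, 343 and 175 probes in these profiles. Part of these changes comes from the number of probes tested.

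The methods' t-test gave 533 lower and 0 adjusted calls for DSS vs Control, 536 lower for DSS+PAMK vs DSS, 952 higher and 667 lower for DSS+PAMK vs Control, overlaps of 171 and 52, and 402 probes in profile 11. With only the arrays of both groups in the fit, which leaves fewer arrays to estimate the spread, 0 probes were called after adjustment for DSS vs Control. Slide as a fixed block gave 6930 lower and 465 adjusted calls for DSS vs Control, 978 higher for DSS+PAMK vs DSS, 3946 higher and 6706 lower for DSS+PAMK vs Control, overlaps of 150 and 73, and 560 probes in profile 10. As a random block, with an estimated correlation within a slide of 0.077, it gave 91 adjusted calls for DSS vs Control. Array weights gave 347 adjusted calls for DSS vs Control, 1091 higher for DSS+PAMK vs DSS, 1708 lower and 392 adjusted for DSS+PAMK vs Control, and an overlap of 301 probes lower and then higher. Restricted to adjusted calls, profiles 14, 11 and 10 held 105, 50 and 5 probes, since fewer probes entered.

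The replicate numbers do not pair the samples. The correlations of deviations from the group means between arrays of the same number in different groups were between -0.20 and 0.09, and 0 of 9 were above 0.1. With the replicate number as a block, 0 probes were called after adjustment for DSS vs Control, and the counts at the unadjusted threshold were 1949 and 1002.

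With each array left out in turn, the DSS vs Control comparison had 1834 to 2649 higher, 982 to 2183 lower and 0 to 244 adjusted calls. The highest counts at the unadjusted threshold came without DSS replicate 2, and the 244 adjusted calls without DSS replicate 3. Leaving out any Control array or DSS replicate 1 gave 0 adjusted calls. For DSS+PAMK vs DSS the ranges were 576 to 1213 higher, 867 to 2686 lower and 0 to 17 adjusted, each highest without DSS replicate 2. For DSS+PAMK vs Control they were 1114 to 3503, 725 to 2510 and 0 to 5, each highest without Control replicate 2. The overlaps lay between 296 and 948 and between 162 and 571, again highest without DSS replicate 2. Profiles 14, 11 and 10 held 820 to 1273, 489 to 1104 and 260 to 792 probes. The highest number of profile 14 came without DSS replicate 3, that of profile 11 without Control replicate 2 and that of profile 10 without DSS replicate 2.

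Counts of 1 probe per gene, of mRNAs alone and of gene lists were not run, since probes were not named or classed over the whole array. Signal over background limits the dim probes: between 55.4% and 72.2% of the probe spots of an array were well above background, and the filter and the background correction, which act on the dim probes, each moved the counts of called probes.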

Differences from the paper's values

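The paper's numbers of DEGs are compared here with counts of probes, at the same fold change and unadjusted threshold. No test was chosen after these values were seen, except the exchange of arrays within slides. The alternatives were set before the data were examined.

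For the DSS group against the Control group, the paper reports 1144 DEGs higher, and limma called 1969 probes higher here. The difference did not exceed 1.5 times under the 75th percentile shift (1353), the filter on all 9 arrays (1171) and the methods' t-test (1374), and it did under every other alternative. The paper reports 484 lower, against 1076 here. The filter on all 9 arrays (359) and the methods' t-test (533) came within 1.5 times, and the others did not.

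For the DSS+PAMK group against the DSS group, the paper's 392 higher DEGs stand beside 641 probes here. The filter on all 9 arrays (271), the methods' t-test (483) and the fit without DSS+PAMK replicate 1 (576) came within 1.5 times, and the others did not. The paper's 455 lower DEGs stand beside 1057. Only the filter on all 9 arrays (422) and the methods' t-test (536) came within 1.5 times. The t-test is the test that the paper's methods name.

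In the paper's supplementary sheet of shared DEGs, 153 are higher in the DSS group and then lower, against 396 probes here. The normexp background (139), the methods' t-test (171) and slide as a fixed block (150) came within 1.5 times, and the others did not. The sheet gives 28 that are lower and then higher, against 182. Here only the normexp background (20) did, while the methods' t-test gave 52.

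For DSS+PAMK replicate 2, 4 normalized log2 intensities of the supplementary sheet of shared DEMs differ from those computed here. The paper gives 7.91 for Dpysl5, against 3.16, 3.15 for Fpr3, against 5.86, 8.85 for Gbx2, against 4.49, and 4.47 for Scnn1b, against 9.41. The 75th percentile shift and the normexp background left all 4 different, and 0 of the alternatives that change these values closed them.

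The paper describes no obvious separation between the groups over all RNAs. Here the pseudo-F was 1.71 with an exact permutation p of 0.00357, the smallest this design allows, although the DSS and DSS+PAMK groups overlapped on the first component of the principal components. This p does not take the slides into account, which nearly follow the groups. With arrays exchanged only within their slides, the exact permutation p was 0.0417, again the smallest possible. Both tests used probes chosen with the real groups, which favors these groups. Without the filter on dim probes, where the second component's share equals that on Figure 4A, the pseudo-F was 1.24. Its exact permutation p, with the slides ignored, was 0.0393. In its trend analysis of DEMs the paper names profiles 14, 11 and 10 as those with significant patterns and profiles 14 and 10 as the most representative. Over all called probes, profile 1 also passed, with 575 probes where 362.667 were expected, although it passed in 49 of 50 simulated sets without group differences too, and profile 11 held more probes (643) than profile 10 (325).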

Other observations

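Among the tests in this part, those that simulate deviations of whole arrays were chosen only after the numbers of reversed probes were seen.

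How far chance alone reaches was tested by splitting the arrays in other ways, over the probes with a value on every array. A split other than the real one has no direction, so the larger of its 2 counts was compared with both the higher and the lower probes. For DSS vs Control, 2 of the 10 splits into 3 and 3, the real one included, gave as many probes as were observed higher, 5 gave as many as were lower, and 1, the real one, gave as many adjusted calls. The largest other split, Control replicate 1 with DSS replicates 2 and 3 against the rest, gave 2148 and 1898 probes. It sets both arrays of slide 2 on one side, and with slide as a fixed block the real comparison gave 2938 and 6930. That fit rests on DSS replicate 1 alone against the Control arrays, so it cannot decide whether the slides matter. Besides the real one, the 2 other splits that set both arrays of slide 2 on one side gave at most 588 and 1025 probes in either direction. For DSS+PAMK vs DSS, 6 of 10 splits gave as many probes as were higher and 2 as many as were lower, and the 0 adjusted calls cannot be tested in this way. One split that sets 3 arrays of slide 2 against the rest gave 1337 lower probes, and with slide as a fixed block the real comparison gave 998. The 3 other splits of this kind gave at most 377, 785 and 701. With 10 splits, chance cannot be excluded at any of these counts. For results that use all groups, 100 assignments of the 9 arrays were drawn, the real one included. As many probes as observed were higher and then lower in 7 of them, and lower and then higher in 38. Profiles 14, 11 and 10 held as many in 9, 7 and 19. Chance is therefore not excluded for these results either.

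A difference between slides was tested on arrays left out of the choice of probes. Probes chosen as higher with DSS replicates 2 and 3 against a pair of Control arrays were higher in DSS replicate 1 than in the Control array left out, which share slide 1, with a smallest median of 0.60 on the log2 scale. The probes chosen as lower went the other way, with medians between 0.02 and 0.53. Since only 1 DSS array lies on slide 1, slide and group cannot be told apart for the lower probes, and the higher probes rest on that array. Between DSS+PAMK and DSS arrays of slide 2, probes chosen as higher had medians between 0.10 and 0.54, and those chosen as lower between -0.45 and 0.00, so that 1 of 4 choices showed no difference for the lower probes. The spread within groups leaves slides open as well. The nearest pair of DSS arrays on different slides lay farther apart than the pair on slide 2 by 0.213, while in the DSS+PAMK group the same difference was -0.0512.

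The probes that changed with DSS and changed back with PAMK were set beside simulated sets without an effect of PAMK. With independent noise and the DSS effect kept, 50 sets gave at most 108 probes higher and then lower, against 396 observed, but these sets called a median of 3137.5 higher and 3427.5 lower probes for DSS vs Control, against 1969 and 1076. Without any difference between the groups, sets with independent noise gave at most 84. The observed number lies above both, but these are bounds from simulated settings, neither of which matches the observed DSS effect, so that independent noise is made less probable and is not excluded. Noise shared by the probes of an array is a wider model. With whole arrays drawn to deviate, 1 of 50 sets gave as many probes higher and then lower, and 17 of 50 gave as many lower and then higher as the 182 observed. Without any difference between the groups, 1 and 6 of 50 did, so that the second overlap is consistent with deviations of whole arrays. For the first, 1 set in 50 leaves them open. In choices that left out the arrays compared, the median change with PAMK of the probes higher in the DSS group was below 0 in all 9, but the nearest to 0 was -0.0512, and that of the lower probes had both signs. An effect of PAMK on the probes higher in the DSS group is a hypothesis that these tests leave open together with noise of the shared DSS arrays.

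The surplus of profiles 14 and 10 may come in part from the choice of probes by 2 comparisons that share the DSS arrays. In 50 of 50 simulated sets without any difference between groups, profile 14 or profile 10 passed the adjusted binomial test. The observed ratio of profile 14, 2.59, lay above the largest one of these sets, which have independent noise, 1.61, and that of profile 10, 1.39, lay above 1.35. With the DSS effect kept, the largest were 1.94 and 0.19. With deviations of whole arrays and no difference between groups, the ratios reached 4.08 and 3.

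Whether the DSS+PAMK arrays lie nearer to Control than the DSS arrays was tested on an axis made without the DSS array compared. DSS replicates 2 and 3 lay farther from Control than the DSS+PAMK mean, by 0.116 and 0.0467 of the distance to the other DSS arrays, and DSS replicate 1 lay nearer, with a difference of -0.0453. The 3 arrays therefore did not decide between a shift toward Control and noise of the DSS arrays that define the axis. DSS replicate 1 shared slide 1 with the Control arrays, and DSS replicates 2 and 3 shared slide 2 with DSS+PAMK replicates 1 and 2. A difference between slides is left open as well.

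Foxp3, which marks Treg cells, was measured by qRT-PCR in the colon elsewhere in the paper, where it decreased in colitis and slightly increased with PAMK (Figure 9B). Its array probe was higher in the DSS group, at 6.38 ± 0.12 (SD, n = 3) against 4.64 ± 0.24 in the Control group, a log2 fold change of 1.74 (standard error 0.18, adjusted p = 0.0352 from limma). The paper's supplementary sheet gives 1.75 for the same probe. In the DSS+PAMK group it was 5.87 ± 0.24, a log2 fold change of -0.51 relative to the DSS group (adjusted p = 0.670 from limma). Under all alternatives the DSS vs Control value stayed between 0.75 and 1.95, the lower end with the normexp background. Every DSS array lay above every Control array. By flow cytometry, the paper reports a higher frequency of Treg cells in the MLN and spleen of colitis mice, which are other tissues. For the lower Foxp3 in qRT-PCR, it proposes that Treg cells at inflamed sites may lose Foxp3 expression. No explanation for the difference between the array and qRT-PCR was tested.

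Il18 was lowered by PAMK in the paper's qRT-PCR (Figure 3E). Its array probe, identified by a primer that lies inside it, had log2 intensities of 12.87 ± 0.78 (SD, n = 3) in the Control group, 13.53 ± 0.29 in the DSS group and 14.19 ± 0.31 in the DSS+PAMK group. The log2 fold change was 0.66 for both DSS vs Control (adjusted p = 0.477 from limma) and DSS+PAMK vs DSS (adjusted p = 0.714), and in neither were the arrays of both groups fully apart. All DSS+PAMK arrays lay above all Control arrays. The probe of Il17a, identified in the same way, was well above background on 1 Control, 2 DSS and 0 DSS+PAMK arrays, and was not tested. Its values were 5.40, 5.77 and 3.11 on the DSS arrays and 3.18, 3.30 and 3.02 on the Control arrays.

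The lipase-related genes Pnliprp2 and Pnliprp1 and the colipase gene Clps, the last chosen after its values were seen, were lower in the DSS group. Clps had 14.18 ± 0.16 (SD, n = 3) in the Control group, 11.35 ± 0.21 in the DSS group and 12.21 ± 0.80 in the DSS+PAMK group, with an adjusted p of 0.0392 from limma for DSS vs Control. Pnliprp2 was at 8.05 ± 1.55 in the DSS+PAMK group, and its array of replicate 1, at 9.83, lay above the other values at 7.25 and 7.06. Clps had 13.11 on the array of replicate 1, against 11.58 and 11.94. No explanation was tested.

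Probes named as circular RNAs were called less often than probes overall. In DSS vs Control, 70 were higher and 30 lower of 9559 tested (1.05%), against 3.06% of all probes, and 5 passed the adjustment. In DSS+PAMK vs DSS, 11 were higher and 20 lower (0.324%, against 1.70%), with 0 after adjustment by limma. No explanation was tested.

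Of 1941 normalized values in the supplementary sheets, 6 differed from those computed here by more than 0.1 log2 and the largest difference of the rest was 0.0674. All 6 were for DSS+PAMK replicate 2 in the sheet of shared DEMs. The value printed there for Dpysl5, 7.91, is that computed here for Fpr2, and in the same way the value of Fpr3 (3.15) lies next to that of Dpysl5 (3.16), and Scnn1b (4.47) next to that of Gbx2 (4.49). In the sheet of 181 shared DEGs, the printed fold changes of 125 equal those of the printed intensities within 0.05 log2 in both comparisons. For 48 of 69 long noncoding RNAs, 8 of 109 mRNAs and 0 of 3 circular RNAs they do not. No explanation was tested.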
